A study of Homo sapiens with 9 samples. Its data were reported in "Cell type- and factor-specific nonsense-mediated RNA decay" (2025).

How the data were processed

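The series held RIPseq libraries from neural progenitor cells (NPCs) derived from H9, an established line of human embryonic stem cells. RIPseq is sequencing of the RNA that an antibody pulls down together with a protein. The antibody was raised against phosphorylated UPF1 (pUPF1), the active form of a helicase of nonsense-mediated RNA decay (NMD). Per the labels, the cells were kept in 50 nM okadaic acid, a phosphatase inhibitor, for 3 hr before collection. GEO's titles assigned 3 libraries to the input (no immunoprecipitation), 3 to the control antibody (IgG) and 3 to pUPF1, and this assignment was used without change.

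The authors filtered the reads for quality, aligned them with STAR to GRCh38 with an Ensembl annotation, removed PCR duplicates with BEDTools, and re-aligned reads with several possible places and called peaks with CLAM (version 1.2.0 per the file header), comparing pUPF1 with input. They deposited 1 list of peaks for the whole series, with the replicates already combined, and each peak was written once per annotated region that it met. The deposited signal value is a score of the authors' peak caller for pUPF1 relative to input. The study's methods read it as enrichment over input, but the file does not state whether this score is linear or logarithmic. The score was used to describe, rank and filter peaks. It was also used in a test of the difference in mean signal value between 3′ UTR and CDS peaks of the same gene. The size of that difference depends on the unknown scale. The p-value and q-value of each peak are also deposited values of the peak caller. The ratio of q-value to p-value differed between genes, from 1 to 208, so the authors' q-value appeared to be adjusted within each gene and not over all genes.

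The values used here were not per sample. The depth of each library and the spread between replicates were therefore unknown, the IgG libraries could not be compared, and a test of pUPF1 against input with the replicates as units could not be run. For the same reason the shared replicate numbers of the input and pUPF1 libraries could not be used for pairing.

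Deposited lines were reduced to distinct peaks, defined by chromosome, start, strand and gene. A peak was called when its signal value was over 1 and its q-value under 0.01, the rule stated in the study's methods. Every deposited peak passed, since the lowest signal value was 2 and the highest q-value 0.00977. The annotation used here was GENCODE release 44, on the same genome build as the authors' annotation but from another release. Of 16230 gene identifiers, 16212 matched, and 33543 of the 34944 peaks of matched genes (96.0%) lay on a grid of 100-bp steps from the annotated gene start. Peaks were classed against all transcripts of their own gene on its strand, with a minimum overlap of 1 bp, in the order 3′ UTR, CDS, 5′ UTR, other exon, intron. For comparisons within a transcript, each protein-coding gene was represented by its main transcript (MANE Select or canonical, otherwise the longest CDS), and a peak was placed by its centre. The stop codon was counted with the CDS.

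The share of peaks in each of the 3 transcript regions was compared with that region's share of transcript length. Signal values were compared between 3′ UTR and CDS peaks of the same gene. Position was scored from 0 at the stop codon to 1 at the 3′ end, in 3′ UTRs of at least 500 nt. GC content and 6-mers were compared between peak windows and windows without a deposited peak in the same 3′ UTR. Each of these used a two-sided sign-flip permutation test with genes as units and 100000 resamples, whose smallest p is 1e-05. For the 6-mers, a normal score of the flips was taken and adjusted by Benjamini-Hochberg. A dEJ gene had a coding transcript with an exon junction at least 50 nt downstream of its stop codon. dEJ status was permuted 100000 times within 20 strata of the main transcript's 3′ UTR length, two-sided. The 7 tests outside the 6-mer search were adjusted together by Benjamini-Hochberg. Genes are not replicates of the experiment, so these tests describe 1 peak list. Intervals on shares are 95% Wilson intervals, and these cover counting error only.

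A preset list of 18 genes was fixed before the data were examined. It held genes that the study showed as tracks, as NMD reporters or as targets tested for an effect of HNRNPL, together with HNRNPL itself. Some of these were chosen by the study for pUPF1 occupancy in their 3′ UTR, in part from these libraries. Its count of genes with a 3′ UTR peak was placed among 10000 random lists matched on the main transcript's 3′ UTR length. The genes named in the text came from these 18, some of which are not reported here by name, and were joined by the 5 protein-coding genes with the highest signal value of a 3′ UTR peak among genes with at least 3 called peaks.

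Copy number in the genome was taken as the median number of occurrences, on both strands, of 5 31-mers per window. A window with a median over 1 was called multi-copy. Windows were also searched against the annotated RN7SL1 RNA (299 nt) with blastn at an e-value limit of 0.001. No table of repeat elements was available. Expectations from GC content used weights in steps of GC content, fitted to the peaks, and their errors came from resampling genes. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9, with samtools 1.23.1 and blastn 2.17.0.

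The tests were first tested on simulated data. With peaks placed evenly along 4191 genes, 4 of 100 repeats gave a 3′ UTR share with p under 0.05. These repeats compared it with its share of windows, not of length, and used fewer resamples. Against length, a single even placement gave -0.961 percentage points (p = 0.115, sign-flip permutation test). A planted 6-mer ranked 1 among all 6-mers. Even placement gave 0 falsely enriched and 7 falsely depleted 6-mers, so enriched 6-mers alone were counted and depletion is not reported. A planted dEJ difference of 5.12 percentage points was recovered as 5.73, in 10164 genes. Its 3′ UTR peaks were drawn by the main transcript's 3′ UTR length, so it could not test an effect of other transcripts' 3′ UTRs.

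Alternatives for the peak threshold, the overlap rule, the set of 3′ UTRs, the genes included and the strata were fixed before the data were examined, and further ones were added later. Left out were the test of pUPF1 against input per feature, leaving out replicates and any use of the IgG libraries, all of which need values per library, not analysed here. A q-value adjusted over all genes was also left out, since the number of windows tested per gene could not be recovered where the deposited p-value was 0.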

Results

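RNA bound by pUPF1 was measured by RIPseq in NPCs derived from H9 embryonic stem cells, after 3 hr in 50 nM okadaic acid. The 9 libraries comprised 3 of input RNA, 3 from a control IgG and 3 from the pUPF1 antibody. The deposited data used here were 1 list of peaks of pUPF1 over input, with the replicates combined. The list held no value per library, so no replicate spread is given and the depth behind each value is unknown. No background from the IgG libraries could be given.

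The list held 34986 distinct peaks, each 100 bp wide, in 16230 genes. The median number of peaks per gene was 1, and 9414 genes had a single peak. The signal value, a score made by the authors' peak caller that the study read as enrichment and whose scale the file does not state, had a lowest value of 2 and a median of 3.18, and 207 peaks sat at the lowest value. A p of 0 was deposited for 30291 peaks (86.6%). In 7217 genes (44.5%) the highest peak number was above the number of peaks deposited, so for these genes the list is part of a longer one. Protein-coding genes held 24184 peaks and lncRNA genes 7271. Merging touching peaks of a gene gave 32238 peaks, while counting only windows of single-copy sequence gave 11944, the alternative that moved the count most.

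The first comparison asked where along genes the peaks lay. Against GENCODE release 44 on GRCh38, introns held 23125 peaks (66.1%, 95% Wilson interval 65.6 to 66.6), and 3′ UTRs of any transcript held 3612 (10.3%, 10.0 to 10.6). CDS held 3251 peaks (9.29%, 8.99 to 9.60), 5′ UTRs 1062 (3.04%, 2.86 to 3.22) and other exons 3262 (9.32%, 9.02 to 9.63). A further 632 peaks lay outside the annotated extent of their gene and 42 belonged to genes that were not matched. Many peaks were not unique to a gene. A peak of another gene on the same strand overlapped 3614 peaks (10.3%), and a peak of another gene on the opposite strand overlapped 2791 (7.98%).

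Copy number was compared between peaks and windows of the same genes without a peak. In introns far from exons, 87.9% ± 0.314 of 17045 peaks were multi-copy (± SE from resampling 8308 genes). The share was 26.4% ± 0.845 of 19633 intronic windows of these genes without a peak, at any distance from exons. In 3′ UTRs of main transcripts the shares were 38.04% ± 1.36 of 2387 peaks and 10.9% ± 0.417 of 49714 windows. In the CDS they were 12.3% ± 0.816 of 3467 peaks and 7.57% ± 0.648 of 54608 windows. In 5′ UTRs they were 7.94% ± 0.980 and 8.74% ± 1.91, a difference within the errors.

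**Figure D1:**
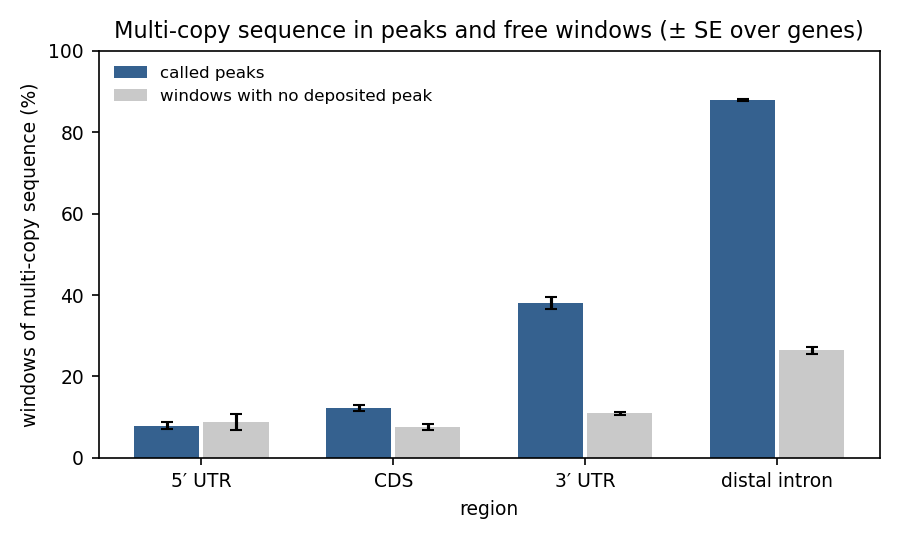
Share of 100-bp windows of multi-copy sequence (y axis, %) in 4 regions (x axis), for called peaks (blue) and for windows of the same genes without a deposited peak (grey), with standard errors from resampling genes. Peaks in distal introns stood at 87.9% and 3′ UTR peaks at 38.04%, against 26.4% and 10.9% of the windows without a peak. For introns, the windows without a peak lay at any distance from exons.

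The second comparison asked whether pUPF1 peaks favoured the 3′ UTR, the region to which the study restricted its use of occupancy. It covered 6811 peaks in exons of the main transcript of 4191 protein-coding genes. The 3′ UTR held 2387 of them (35.0%, 33.9 to 36.2), against 46.9% expected from length. The share minus the length share, averaged over genes, was -11.9 percentage points ± 0.633 (SE). The CDS held 3467 peaks (50.9%, 49.7 to 52.1) against 46.8% expected, with a mean difference of 6.001 points ± 0.650. The 5′ UTR held 957 peaks (14.1%, 13.2 to 14.9) against 6.29% expected, with a mean difference of 5.89 points ± 0.443. In the two-sided sign-flip permutation test across 4191 genes, p was 1e-05 for each region, the smallest the resamples can give (adjusted over 7 tests, 1.17e-05). The alternative that moved the 3′ UTR difference most counted any overlap against windows tiled over the transcript, and gave -6.40 points ± 0.617. In the 1452 genes with at least 3 called peaks the CDS difference was 1.197 points ± 0.987 and no longer past the threshold (p = 0.226 by the same permutation test). Windows weighted to the GC content of the peaks gave expected shares of 15.8% for the 5′ UTR, 49.6% for the CDS and 34.6% for the 3′ UTR.

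**Figure D2:**
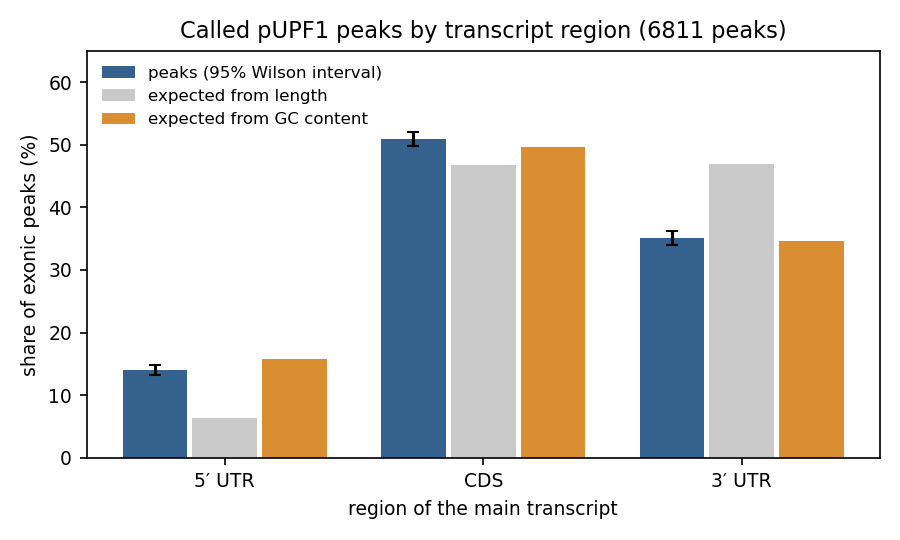
Share of 6811 exonic peaks (y axis, %) in the 5′ UTR, CDS and 3′ UTR of the main transcript (x axis), for the peaks (blue, 95% Wilson intervals), the expectation from region length (grey) and the expectation from GC content (orange). The 3′ UTR held 35.0% of peaks, below the 46.9% expected from length and near the 34.6% expected from GC content.

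Signal values were compared between regions within genes. Across 315 genes with peaks in both regions, the mean signal value was 2.75 in the 3′ UTR and 2.72 in the CDS. The difference, 0.0252 ± 0.04997 (SE), was within its error, with 160 genes higher in the 3′ UTR and 152 lower (permutation test across genes, p = 0.614, adjusted p = 0.614). It was furthest from 0 among peaks with a signal value over 3, at 0.112 ± 0.103 in 53 genes (p = 0.287, permutation test). No peak with a signal value below 2 was listed, and the means lay near this floor. A difference among weaker peaks, or in genes with a listed peak in a single region, could therefore not be seen.

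Position was examined in 1513 genes with a 3′ UTR of at least 500 nt. These held 2265 peaks. The mean relative position, taken per gene and then averaged over genes, was 0.414 on a scale from 0 at the stop codon to 1 at the 3′ end, and 946 genes had a mean position in the first 0.5 of the 3′ UTR. The difference from 0.5 was -0.0857 ± 0.00671 (SE, p = 1e-05 by the permutation test, the smallest it can give, adjusted p = 1.17e-05). The 10% of the 3′ UTR nearest the stop codon held 13.6% of the peaks (12.3 to 15.1) and the 10% at the 3′ end held 3.89% (3.16 to 4.76). Peaks with a signal value over 3 moved the difference most, to -0.0483 ± 0.00946.

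**Figure D3:**
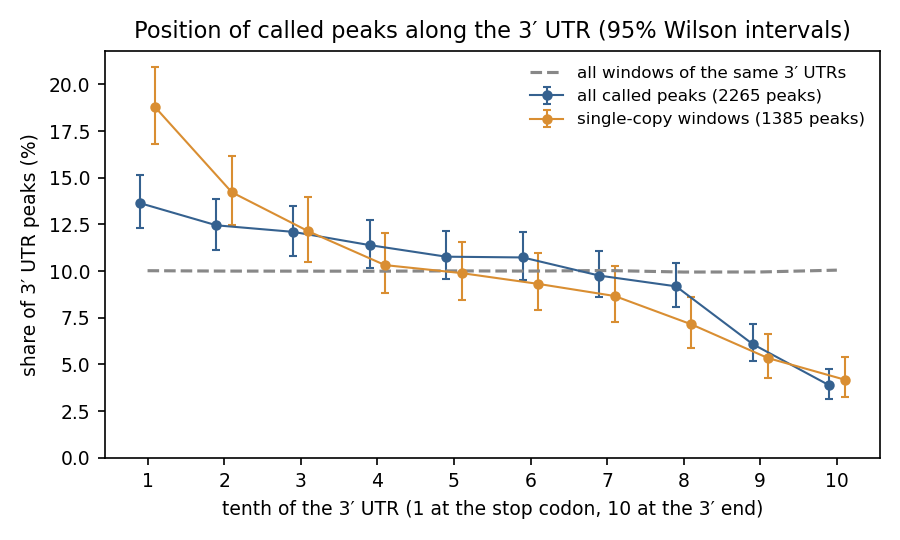
Share of 3′ UTR peaks (y axis, %) in each of 10 equal parts of the 3′ UTR from the stop codon (1) to the 3′ end (10) (x axis), for all called peaks (blue) and for those in single-copy windows (orange), with 95% Wilson intervals; the dashed line shows all windows of the same 3′ UTRs. The share of all called peaks fell from 13.6% in the first part to 3.89% in the last.

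Sequence composition was compared because the study searched 3′ UTR peaks for motifs. Averaged over 1610 genes, the GC content of peak windows was 50.6% against 45.7% in windows of the same 3′ UTR without a peak. The difference was 4.93 percentage points ± 0.239 (SE), and it was positive in 1148 genes (permutation test across genes, p = 1e-05, the smallest it can give, adjusted p = 1.17e-05). Single-copy windows moved it most, to 3.63 points ± 0.285 in 1127 genes. Among all 6-mers, 485 were enriched in peaks at a Benjamini-Hochberg adjusted p under 0.05, of which 293 had 4 or more G or C bases. The most enriched was GGAGGC, present in 13.5% of peak windows and 6.005% of the others (sign-flip permutation across 1610 genes, difference 7.48 points ± 0.746, adjusted p = 9.92e-19). In single-copy windows 36 6-mers were enriched, 35 of them among the 485. GGAGGC was one of these, in the same permutation test, with a difference of 2.84 points ± 0.742 and an adjusted p of 0.00839.

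The next comparison asked whether genes with an annotated dEJ, a feature that marks transcripts for NMD, had 3′ UTR peaks more often. A peak in a 3′ UTR of any transcript was found in 2485 genes. The strictest of the other 3′ UTR definitions, which left out peaks that met the CDS of any transcript, gave 1700 genes, and the largest change came from a signal value over 3, with 1218 genes. Among 10164 protein-coding genes with a peak and a main transcript, 4945 were dEJ genes, and 1455 of these (29.4%) had a 3′ UTR peak. The share among the 5219 other genes was 19.4%. With the 3′ UTR length of the main transcript held in strata, 24.2% was expected for dEJ genes. The difference was 5.25 percentage points ± 0.432 (SD of the permutations, permutation p = 1e-05, the smallest they can give, adjusted p = 1.17e-05). The strata did not hold the length of other transcripts' 3′ UTRs, in which peaks were also counted. The test therefore cannot tell dEJ status from more annotated 3′ UTR. The direction depended on which 3′ UTRs were counted. With the 3′ UTR of the main transcript alone, 780 dEJ genes (15.8%) had a peak against 16.7% expected, a difference of -0.923 points ± 0.371 (p = 0.0128 by the same permutation test).

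The preset list asked how genes that the study treated as NMD targets, or as controls of NMD, stood in the peak list. Of its 18 genes, 16 were protein-coding with at least 1 called peak. ATF4 (ENSG00000128272, chromosome 22, 39519695 to 39522683) had no deposited peak, and GAS5 (ENSG00000234741, chromosome 1, 173858559 to 173868882) is an lncRNA gene with 1 exonic peak, in sequence with 2 copies. A 3′ UTR peak was found in 8 of the 16. Matched random lists had a median of 4 such genes, and 98.2% of them had fewer than 8. Part of the list was chosen by the study for pUPF1 occupancy, in part from these libraries, so this excess is not independent evidence. With the 3′ UTR of the main transcript alone the count was 5, the median 2 and the share of lists with fewer 92.6%. A signal value over 3 moved it to 4 of the 9 genes that still had a peak. In single-copy windows the count was 8 of 14 such genes, the median 5 and the share of lists with fewer 92.1%.

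All 5 genes with a peak in the 3′ UTR of the main transcript had it in single-copy sequence, on GRCh38. GADD45B (ENSG00000099860, chromosome 19) had peaks at 2477723 to 2477822 and 2477823 to 2477922, within a 3′ UTR from 2477602 to 2478257, and its highest signal value in the authors' deposited table was 3.22. SMG5 (ENSG00000198952, chromosome 1) had peaks at 156250225 to 156250324 and 156250325 to 156250424, with a highest signal value of 3.61 in the authors' deposited table. NAT9 (ENSG00000109065, chromosome 17) had 1 peak, at 74771230 to 74771329, with a signal value of 2.99. SMAD7 (ENSG00000101665, chromosome 18) had a 3′ UTR peak at 48920754 to 48920853, with a signal value of 2.06, and 3 further peaks in its 5′ UTR and CDS. DAPK3 (ENSG00000167657, chromosome 19) had a 3′ UTR peak at 3958554 to 3958653, with a signal value of 2.36.

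**Figure D4:**
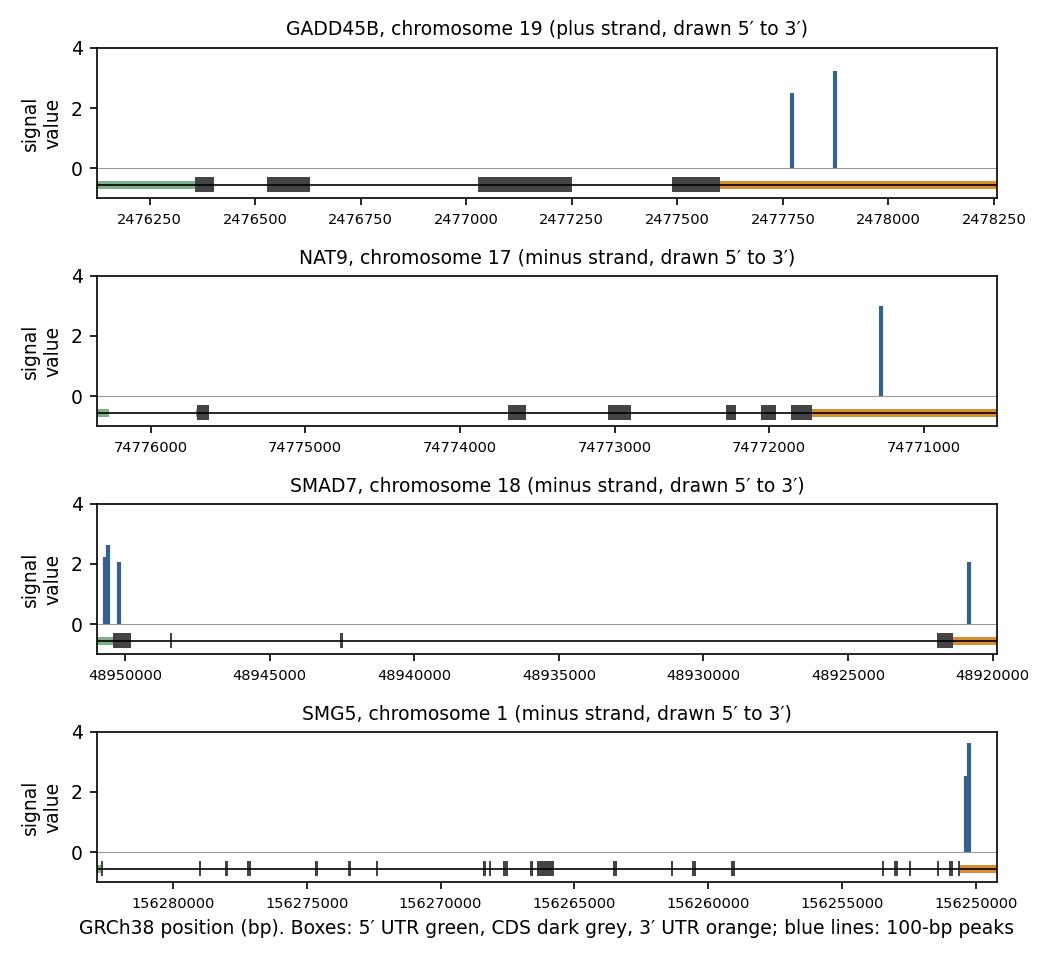
Signal value in the authors' deposited table (y axis) of each 100-bp peak (blue) along GADD45B, NAT9, SMAD7 and SMG5 (x axis, GRCh38 position in bp, drawn from 5′ to 3′), above the main transcript with its 5′ UTR (green), CDS (grey) and 3′ UTR (orange). Each gene had at least 1 peak in its 3′ UTR, and SMAD7 also had 3 peaks in its 5′ UTR and CDS.

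The other 3 genes had peaks in the 3′ UTR of a transcript other than the main one. In CCNL1 (ENSG00000163660, chromosome 3, 157153009 to 157153108) and DBF4B (ENSG00000161692, chromosome 17, 44747109 to 44747208) the peak was centred in the CDS of the main transcript. RBM39 (ENSG00000131051, chromosome 20) had 1 peak centred in the CDS, at 35738948 to 35739047. Its other peak, at 35713648 to 35713747, was outside the exons of the main transcript and met an exon of a transcript annotated as an NMD target. Of the other protein-coding genes of the list, GADD45A, UPF2, EIF4A2, SRSF7, METTL6 and HNRNPL had between 1 and 4 peaks each and none in a 3′ UTR. Their highest signal values in the authors' deposited table ran from 2.68 in GADD45A to 4.74 in UPF2. The peaks of METTL6 and 1 peak of UPF2 lay in multi-copy sequence. The study counted transcripts of EIF4A2 and SRSF7 as targets in embryonic stem cells and NPCs, for which it required 3′ UTR occupancy. The peaks placed here for these genes differ from that call. The cause of this difference was not tested. No peak of the preset genes named here overlapped a peak of another gene.

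The 5 genes with the highest signal value of a 3′ UTR peak were AS3MT, BORCS7-ASMT, NOL9, H2BC18 and CLPX. Each of these peaks lay in multi-copy sequence, so the place of the reads within the genome is uncertain. AS3MT (ENSG00000214435) and BORCS7-ASMT (ENSG00000270316) overlap on chromosome 10, and their highest peaks, at 102901371 to 102901470 and 102901373 to 102901472, were nearly the same window of a shared 3′ UTR, with 8882 and 8409 copies. Their signal values in the authors' deposited table were 8.29 and 8.17. The peak of NOL9 (ENSG00000162408, chromosome 1, 6524848 to 6524947) had a signal value of 7.81 and 88 copies. That of H2BC18 (ENSG00000203814, chromosome 1, 149782990 to 149783089) had 7.14 and 3 copies, and that of CLPX (ENSG00000166855, chromosome 15, 65150220 to 65150319) had 7.03 and 1636 copies. The highest peaks of AS3MT, BORCS7-ASMT and H2BC18 also overlapped a peak of a gene on the opposite strand.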

Values the study reported

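In embryonic stem cells, the study counted 8980 genes whose RNA was occupied by pUPF1, at a q under 0.01. It found an occupancy site in the 3′ UTR of 709 of 1272 high-confidence UPF2-dependent targets (55%) in these cells, and of 218 of 391 UPF3B-dependent targets (56%). In NPCs, adding pUPF1 occupancy as a criterion left 1088 targets that depended on UPF2 and 368 that depended on UPF3B. Of the latter, 112 (30%) were shared with the UPF2-dependent set.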

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

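Of 90 alternatives computed over 12 results, 11 used the same peaks as the main setting, because every deposited peak passed the threshold, and so tested nothing. Of the others, 70 kept their direction and their side of the threshold, or, for counts, stayed within 1.5 times the main count, while 7 counts moved by more than that, 1 test lost significance and 1 reversed. The alternatives restricted to single-copy windows, to a p deposited as 0 and to a signal value over 3, and those using the deposited 3′ UTR annotation or the main transcript's 3′ UTR for the dEJ genes and the preset list, were chosen after seeing the data. So was the stricter q for the 6-mers.

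Single-copy windows gave 11944 peaks in place of 34986, 8081 genes with a peak in place of 16230, and 36 enriched 6-mers in place of 485. The fall in peaks and genes follows from the removal of windows. A signal value over 3 gave 20224 peaks, 1218 genes with a 3′ UTR peak in place of 2485, and 4 preset genes (of 9 with a peak) in place of 8 (of 16), which follows from the smaller number of peaks. Counting the 3′ UTR of the main transcript alone gave 5 preset genes in place of 8.

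The CDS share lost significance in genes with at least 3 called peaks, at 1.197 percentage points (p = 0.226, permutation test), against 6.001 in all genes. The cause was not tested. Under the other settings that changed the peaks, the genes or the rule it ranged from 3.01 to 8.60. The 3′ UTR share stayed below its expected share in all settings run, from -15.6 to -6.40 points, and the 5′ UTR share stayed above, from 4.75 to 10.4. Expected shares came from length in most settings. They came from windows for single-copy windows (3′ UTR -15.6, CDS 8.60) and for any overlap (3′ UTR -6.40). In the 1173 genes that overlapped no other gene the 3 differences were -12.1, 6.67 and 5.46 points.

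The dEJ result reversed with the 3′ UTR of the main transcript alone, to -0.923 percentage points (p = 0.0128, permutation test), from 5.25. The cause was not tested. The 3′ UTRs of any transcript can include sequence that is CDS or intron in the main transcript, and how much more of it dEJ genes have was not measured. With transcript number added to the strata the difference was 3.36 points, and without strata it was 5.16. In the other alternatives, which changed the peaks, it ranged from 3.51 to 9.51 points.

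The signal difference between 3′ UTR and CDS peaks was not significant in any setting, with p from 0.287 to 0.925. Position along the 3′ UTR stayed nearer the stop codon, from -0.111 to -0.0483, and was -0.0725 without the last 100 nt. The value of -0.111, for single-copy windows, was taken from the mean position of such windows and not from 0.5. GC content stayed higher in peaks, from 3.63 to 5.18 points.

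No paired analysis was possible because the peak list combines the replicates and holds no column per library. For the same reason the replicate block, leaving out each replicate and the test of pUPF1 against input per feature were not run. A q adjusted over all genes was not run either, since the number of windows tested per gene could not be recovered where p was deposited as 0. The unknown depth limits what a missing peak means: a gene without a deposited peak was not shown to lack pUPF1.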

Other observations

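The tests of shared reads and of chance calls in distal introns, of GC content for the 3′ UTR share, and of peaks on both strands were chosen only after the result was seen. The question about exons of NMD transcripts arose from the preset genes, and how its tests, the test of orientation and the test of chance calls are read was settled after their values were known. The design gives no second condition, so no biological explanation was tested for any pattern here.

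Peaks in introns far from exons lay mostly in multi-copy sequence, at 87.9% against 26.4% of intronic windows of the same genes without a peak. These windows were drawn at any distance from exons. Calls spread at random over the windows would be multi-copy as often as the windows themselves, but chance calls that favoured some windows cannot be told apart from real excess. The deposited p was 0 for 95.04% of these peaks, and this does not decide it, since p covers counting error only and the list was selected on the same caller's values. GC content was not the whole cause, because windows without a peak weighted to the GC content of the peaks were multi-copy in 33.98%. Reads shared between copies remain a candidate explanation, and they were re-aligned by the authors' peak caller. Shared reads make the place of a peak uncertain. Input reads share the same copies, but how the re-alignment divided such reads in pUPF1 and in input could not be checked without values per library. A match to RN7SL1, the 7SL RNA to which Alu repeats are related, was found in 35.9% of the peaks and 11.04% of the other windows, so Alu-like sequence may account for part of the pattern. Among matching windows, 46.8% of peaks and 46.1% of the other windows were in the sense orientation. A source in free Alu or 7SL RNA cannot be told apart by this, because the strands may not have been kept apart in at least part of the peak list. Real occupancy of repeat-derived RNA by pUPF1 also stays open, as do unequal recoveries of such RNA with any antibody, which the IgG libraries could have addressed.

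Peaks often occurred at the same place in overlapping genes on opposite strands. Of 779 pairs of a single-copy exonic peak and a gene on the opposite strand around it, 29.9% ± 1.96 had an overlapping peak of that gene, against 1.08% ± 0.426 at positions shifted by 1000 bp. For genes on the same strand the share was 61.0% ± 4.32. The values are consistent with reads counted for genes on both strands in at least part of the list, although the libraries were directional. Why the share was lower on the opposite strand was not tested. Transcription from both strands stays open. The gene and strand of a peak are therefore uncertain where genes overlap, and the gene count includes such repeats.

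GC content may account for the excess of peaks in the 5′ UTR and the deficit in the 3′ UTR relative to length. With windows weighted by GC content, the 5′ UTR share was -1.76 percentage points ± 0.328 from expectation. The excess was gone, and the expectation overshot the observed share by more than the error. The 3′ UTR share was 0.428 points ± 0.502 from expectation, within the error. For the CDS, 1.33 points ± 0.551 remained, little more than 2 standard errors. The shares of the regions add to a whole, so these differences must balance. The CDS remainder cannot be told apart from the 5′ UTR overshoot of the same fit. It therefore does not decide whether GC content was the whole cause for the CDS. The weights were fitted to the same peaks, and regions differ in GC content, so an effect of GC content and one of region cannot both be estimated freely here. Whether a GC preference arose in the library preparation, the RNase step or the binding of pUPF1 was not tested.

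Single-copy exons found only in transcripts annotated as NMD targets held 2.30 peaks per 1000 windows ± 0.427, from 56 peaks. Exons of other alternative protein-coding transcripts held 3.17 ± 0.236, and exons of other transcripts 1.06 ± 0.0988. Within genes, NMD-only exons differed from all other alternative exons by 0.361 peaks per 1000 windows ± 0.597 (permutation test, p = 0.559). This pools differences of opposite sign: -0.692 ± 0.604 against exons of other protein-coding transcripts (p = 0.262, permutation test) and 0.849 ± 0.683 against exons of other transcripts (p = 0.221, permutation test). Against other alternative exons weighted to the same GC content the difference was 0.700 ± 0.456. Each of these 4 differences is less than 2 errors from 0, so a preference for NMD-only exons cannot be told apart from one for any alternative exon or from GC content. The peaks are few, and the direction depends on which exons are compared.

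The drop from 485 to 36 enriched 6-mers in single-copy windows was not explained by fewer genes. In 20 random sets of as many genes with all their windows, the lowest count was 390. Many of the enriched 6-mers may therefore come from repeated sequence in 3′ UTR peaks, which were multi-copy in 38.04%. The removal of windows within the remaining genes was not tested apart from this.

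The share of multi-copy peaks rose with the signal value, from 44.6% at a signal value from 2 to 2.5 to 93.3% at 7 and above. The gene with the most peaks, chosen after its values were seen, was the lncRNA gene ENSG00000280441 (chromosome 21, 8380643 to 8454792), with 185 peaks, of which 99.5% were multi-copy.

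The peak list for NPCs held 16230 genes with a peak. This count includes genes of any type, genes with peaks in introns alone and overlapping genes, and it was 8081 in single-copy windows. The number of genes quoted from the study above was lower than 16230, but it was for embryonic stem cells. Whether it was counted in the same way is not stated, so no difference between the cell types is read from these numbers.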
